A study of Mus musculus with 26 samples.

How the data were processed

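Translating ribosome affinity purification followed by RNA sequencing (TRAP-seq) was used on the preoptic area of the hypothalamus of adult mice in which GnRH neurons, which release gonadotropin-releasing hormone, carry a GFP-tagged ribosomal protein. Per the labels' protocols, each pool of 5 to 7 mice gave 2 RNAs. One came from the ribosomes pulled down through the tag (the immunoprecipitate, enriched for GnRH neurons), and the other from what was left behind (the supernatant, depleted of them). The 26 libraries came from 13 pools: 3 of intact females in diestrus, 3 of gonadectomized females, 4 of intact males and 3 of gonadectomized males. Per the labels' protocols, cDNA was made with a SMART-Seq kit for very low input, which does not mark the strand, and was sequenced as paired ends on a HiSeq instrument.

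The deposited table holds estimated counts of fragments per gene, 1 column per library. Per the submitters' processing notes, FastQC, TopHat2 2.0.9, Bowtie2 2.1.0, Cufflinks and Cuffdiff 2.1.1 were used with the mouse genome build mm10. The gene annotation and the handling of reads that map to several places are not given in the sources used here, so genes that share sequence with close copies, overlap another gene or lie antisense to one are uncertain. The table has 23107 genes, every column belongs to 1 library, and total counts ran from 27217000 to 56669000 per library. The estimated counts were rounded to whole numbers before testing. The immunoprecipitates spread more between replicates than the supernatants, with a common biological coefficient of variation of 0.560 against 0.181. Counts of reads without molecular identifiers cover counting error only. No pair of replicates agreed within sampling noise. The lowest chi-square per degree of freedom between replicates was 4.61, so all 26 libraries were counted separately.

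Tests used edgeR 4.0.16 in R 4.3.3: TMM factors, filterByExpr with a minimum count of 10 and a minimum total of 15, and the two-sided quasi-likelihood F-test with Benjamini-Hochberg adjustment, called at an adjusted p under 0.05. Unless another tool is named, every adjusted p of a gene comes from this test. The comparison of immunoprecipitate with supernatant used all 26 libraries in 8 groups without a block for the pool. Comparisons of sex and gonadectomy used the 13 libraries of 1 fraction, and 3 further contrasts tested whether such a difference changed the enrichment itself. Signs follow immunoprecipitate minus supernatant, gonadectomized minus intact and male minus female. CPM values are counts scaled to the effective library size after TMM. Gene positions are those of GENCODE on mm10.

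The lists of genes, the comparisons, the tests and most alternatives were fixed before the data were examined. Of 520 list members, 517 were matched to the table, 9 of them through a synonym. Lists with at least 5 tested members were compared with all other genes by camera in limma 3.58.1 on voom values, with a preset correlation between genes of 0.01 and adjustment over the lists of 1 comparison, and again with the correlation estimated from the data. Of 459 list tests, 138 passed with the preset correlation and 2 with the estimated one. Both were for X-linked genes that escape inactivation, a list that includes Xist, between the sexes of intact mice. Every other call of these 459 tests was lost with the estimated correlation. No estimated correlation is given for list calls with the replicate block or within the library numbering. Y-linked genes and blood markers had 4 tested members each and were only counted. Genes of cytosolic ribosomal proteins, the tagged one among them, and mitochondrially encoded genes are not analysed here.

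The genes named in the enrichment were the 12 highest and the 12 lowest by log2 fold change among those that passed, had the same direction in all 13 pools and averaged at least 5 CPM. In each comparison of conditions they were up to 12 called genes per direction whose groups did not overlap in CPM, or all called genes where fewer than 5 qualified, or, where none was called, the 5 with the lowest p, given as not passing. In tests of a difference they were up to 6 called genes per direction. Symbols of predicted genes were counted and not named by these ranks. List members, Gnrh1, Xist and Y-linked genes could always be named. Some genes that these ranks select are not used here. Any other gene is said to be chosen after its values were seen.

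The labels number the libraries from 1 to 30. Those numbered 1 to 10 hold 4 pools of intact mice, with both fractions, and the other 9 pools are numbered 11 to 30, so this numbering is partly confounded with gonadectomy. Intact pools numbered 1 to 10 held 6 or 7 mice and the later intact ones 5, so the numbering goes with pool size there. For many of the results, values within the numbering are given beside the pooled ones, and no library of gonadectomized mice falls among numbers 1 to 10. Refits on the 9 later pools or the 4 early pools alone were added after seeing the data. The remaining alternatives were DESeq2 1.42.0, its size factors within edgeR, limma voom with sample quality weights, no filter on low counts, a term for the library numbering, only the groups compared, the glial content as a covariate, a replicate block and each library left out in turn.

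Both fractions with the same condition and replicate number come from the same pool, per the labels' protocols, and their deviations from the group means correlated across genes at 0.0143 to 0.170, so the pool is a true pairing. Between conditions, replicate numbers paired libraries by the data only for intact males and females in the supernatant, where the correlations across genes were 0.297, 0.339 and 0.318. The replicate block is the pool in fits of both fractions and the replicate number in fits of 1 fraction. Replicate 3 exists only in intact males, so the block by number takes up that library alone. Blocked values are printed where they change the call of a named gene or list.

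On counts simulated from these libraries with 100 genes changed at each size, the enrichment test over 16713 genes recovered 85% of 2-fold and 95% of 4-fold changes. For gonadectomy in females it recovered 22% and 65% among the 16160 genes of the immunoprecipitates, against 75% and 98% among the 16360 genes of the supernatants. For gonadectomy in males it recovered 17% and 70% in the immunoprecipitates, against 74% and 99% in the supernatants. These shares hold for that number of changed genes. Where fewer genes change, the adjustment is stricter and these shares need not be reached. Kiss1 fell 4.11-fold in the supernatants of gonadectomized males and did not pass (adjusted p 0.285, edgeR).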

Results

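Transcripts were counted in the ribosome-bound RNA of GnRH neurons and in the remaining RNA of the preoptic area, in intact and gonadectomized mice of both sexes. Each fraction had 3 pools of intact females, 3 of gonadectomized females, 4 of intact males and 3 of gonadectomized males, and total counts ran from 27217000 to 56669000 per library. Mice were the unit of pooling, so replicates are separate pools of animals. On log2 CPM, the first principal component held 27.5% of the variance and the second 9.44%.

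The comparison of both fractions asked which transcripts are enriched in GnRH neurons and which are depleted. Gnrh1, which encodes the hormone precursor, averaged 9941 ± 6573 CPM (SD, n = 13 pools) in the immunoprecipitates and 252 ± 415 CPM in the supernatants. It was 48.0-fold higher in the immunoprecipitate (log2 5.58 ± 0.51 SE, adjusted p 5.3e-09) and higher in 13 of 13 pools. Without the supernatant of intact female replicate 2, where Gnrh1 stood at 1579 CPM, its log2 was 6.28. Gnrh1 lies on chromosome 14 from 67745181 to 67749439. Rab25, a small GTPase of epithelial membrane traffic on chromosome 3, rose most among the named genes, by 5.87 on the log2 scale (30.4 ± 10.5 against 0.629 ± 0.872 CPM). Epcam, an epithelial adhesion molecule on chromosome 17, rose by 5.46 and the homeobox gene Otx1, on chromosome 11, by 5.36. Without the supernatant of intact female replicate 2, which held the highest level of each among the 13 supernatants, Rab25 was at 6.38, Epcam at 6.07 and Otx1 at 5.76. Others that rose were Tstd1 (5.42), Bahcc1 (5.15), the membrane protease gene Tmprss6 (4.86), the tight-junction gene Cldn9 (4.82), Tnrc18 (4.82), the corepressor gene Bcor (4.82) and Ccdc68 (4.72).

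Lars2, the gene of the mitochondrial leucyl-tRNA synthetase, fell most among the named genes, by 3.77 from a supernatant level of 13830 ± 6355 CPM (SD, n = 13). Whether reads of shared sequence add to its counts was not tested, so its fall may not be that of the synthetase mRNA. The supernatant highest in Lars2, gonadectomized female replicate 0, was also highest in the ribosomal RNA precursor Rn45s (4771 CPM). The next highest in Lars2, intact male replicate 0 (17219 CPM), held Rn45s at only 1628 CPM. The neurotrophin receptor gene Ngfr fell by 3.20. Eef1a2, a translation elongation factor of neurons and muscle, fell by 2.52 from 224 ± 30.4 to 39.8 ± 7.68 CPM. The myelin genes Cldn11 and Cadm4 fell by 2.22 and 2.11, Dpysl2, which acts in axon growth, by 2.00, and the nuclear RNA Malat1 by 1.97. Ppp1r37 (-2.03), Stk24 (-2.02), Clip2 (-1.95), the kinesin light chain gene Klc2 (-1.91) and C78339 (-1.76) completed the named set. Across 16713 tested genes, 3559 were higher and 3608 lower in the immunoprecipitate, 3343 and 4375 with the pool as a block, 3559 and 5106 in limma voom, and 3742 and 3449 with the size factors of DESeq2. Of these, 635 rose and 936 fell at least 2-fold, and 2414 had the same direction in all 13 pools. In libraries numbered 11 to 30 alone, chosen after seeing the data, the comparison gave 4606 genes and Gnrh1 a log2 of 4.43, and in libraries 1 to 10 alone Gnrh1 gave 7.48.

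Most tested genes known from GnRH neurons were higher in the immunoprecipitate. Of 20 tested, 13 were higher and 1 lower (14 and 1 adjusted over the list alone), with a median log2 of 0.71 (camera adjusted p 1.02e-05; adjusted p = 0.237 with an estimated correlation). The eye and hypothalamus homeobox gene Six6 rose by 4.00, Npffr1, a receptor for RFamide peptides, by 1.82, the kisspeptin receptor Kiss1r by 1.77 and the LIM-homeobox gene Isl1 by 1.37. Estrogen receptor Esr2 was the member that fell (-1.01, adjusted p 0.0352), and the neuropeptide gene Gal did not pass (0.44, adjusted p 0.0645). Nuclear genes of oxidative phosphorylation, which build the respiratory chain, were higher for 55 and lower for 1 of 79 (56 and 1 adjusted over the list alone). Their median was 0.37 (adjusted p 1.48e-11; adjusted p = 0.391 with an estimated correlation). Examples are Atp5l (0.85) and Ndufb4 (0.81), while Cox4i2 fell (-0.84). In libraries 11 to 30 alone the median of this list was 0.13 (adjusted p 0.000155), and that of the GnRH neuron list was 0.58 (adjusted p 1.23e-06). Across genes, the fold change of immunoprecipitate over supernatant followed transcript length (Spearman rho -0.220). None of the lists in this comparison was tested with that trend removed.

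Markers of glia fell in the immunoprecipitate. Of 20 oligodendrocyte markers 18 fell and 0 rose, also adjusted over the list alone, with a median of -0.76 (adjusted p 1.05e-08; adjusted p = 0.255 with an estimated correlation), among them Sox10 (-1.42) and Olig1 (-1.05). Microglia and macrophage markers fell for 7 of 18 (7 adjusted over the list alone), with Cx3cr1 at -1.89 and Csf1r at -1.29 (list adjusted p 0.00544; adjusted p = 0.360 with an estimated correlation). Astrocyte markers fell for 12 of 20 (12 adjusted over the list alone), with Atp1b2 at -0.99 and Gja1 at -0.87 (list adjusted p 0.0204; adjusted p = 0.538 with an estimated correlation). In libraries 11 to 30 alone the astrocyte list did not pass (median -0.32, adjusted p 0.0622). Endothelial and mural markers went the other way, with 7 of 20 higher and 1 lower, such as Cldn5 (1.34) and the transporter Abcb1a (1.97), but the list did not pass (adjusted p 0.499). Cldn5 was higher in 11 of 13 pools and Abcb1a in 9 of 13. The immunoprecipitate of gonadectomized male replicate 0 stood above the others in endothelial and mural markers (mean log2 CPM 4.76, next 3.27). Of 4 tested blood markers 3 fell, but the supernatant of intact male replicate 3 stood far above the others in these markers (mean log2 CPM 8.59, next 4.50).

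Genes of synaptic transmission fell for the most part. Of 25 genes of the release machinery 19 fell and 2 rose, the same numbers adjusted over the list alone, with a median of -0.50 (adjusted p 2.17e-05; adjusted p = 0.261 with an estimated correlation). Complexin Cplx2 fell by 1.56 and synaptotagmin Syt2 by 1.72, whereas Bsn, a scaffold of the release site, rose by 0.45. Transmitter identity genes fell for 7 of 10 and rose for 1 (7 and 1 adjusted over the list alone). The vesicular GABA transporter Slc32a1 was at -1.66 and the GABA-synthesizing enzyme Gad2 at -0.53, while the vesicular glutamate transporter Slc17a6 rose by 0.32 (list adjusted p 0.0286; adjusted p = 0.360 with an estimated correlation). GABA-A receptor subunits, listed with a pair of chloride transporters, fell for 10 of 16 (10 adjusted over the list alone; list adjusted p 0.00543; adjusted p = 0.399 with an estimated correlation). Ionotropic glutamate receptors fell for 7 of 17 (9 adjusted over the list alone; list adjusted p 0.0149; adjusted p = 0.399 with an estimated correlation), with the AMPA receptor subunit Gria1 at -1.04. In libraries 11 to 30 alone the ionotropic glutamate receptor list did not pass (median -0.21, adjusted p 0.0622).

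Among channels and receptors the members moved both ways. Potassium channels fell for 19 of 35 and rose for 1 (20 and 1 adjusted over the list alone), with the calcium-activated channel genes Kcnma1 at -0.93 and Kcnn3 at 0.49 (list adjusted p 0.00543; adjusted p = 0.360 with an estimated correlation). Voltage-gated calcium channels fell for 9 of 18 (9 adjusted over the list alone), with Cacna2d2 at -1.24 (list adjusted p 0.0126; adjusted p = 0.360 with an estimated correlation). Neuropeptide, amine and prostaglandin receptors fell for 21 of 53 and rose for 3 (23 and 3 adjusted over the list alone; list adjusted p 0.00304; adjusted p = 0.360 with an estimated correlation). The 3 that rose were Kiss1r, Npffr1 and the prostaglandin receptor Ptger2 (1.45), and those that fell included the melanocortin receptor Mc3r (-2.11), the dopamine receptor Drd2 (-1.35) and the oxytocin receptor Oxtr (-1.31). Sodium, HCN and TRP channels rose for 4 and fell for 9 of 22 without passing as a list (adjusted p 0.145), with the cation channels Trpm4 (1.17) and Trpc7 (1.15) up and Hcn2 (-0.74) down. Steroid receptors and coregulators rose for 3 and fell for 11 of 21 (list adjusted p 0.0916), with the estrogen receptor Esr1 at -1.31.

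The remaining lists did not pass as groups. Pan-neuronal genes rose for 4 and fell for 9 of 20 (adjusted p 0.548), with the neurofilament gene Nefh at 1.94 and Thy1 at -1.06. Neuropeptide processing genes rose for 4 and fell for 8 of 20 (adjusted p 0.298), with Scg5 at 0.74 and Vgf at -1.26. Other preoptic neuropeptides rose for 1, Pomc (0.90), and fell for 8 of 23 (adjusted p 0.481), among them Pdyn (-0.84). Monoamine and acetylcholine identity genes rose for 2 and fell for 4 of 11 (adjusted p 0.140), with the histamine-synthesizing enzyme Hdc at 1.25 and Dbh at -3.58. The Dbh value rests on very low levels, 0.0631 CPM in the immunoprecipitates (highest 0.592) and 0.222 CPM in the supernatants (highest 0.400). Immediate early genes rose for 2 and fell for 6 of 22 (adjusted p 0.221), oligodendrocyte precursor markers rose for 1 and fell for 5 of 8 (adjusted p 0.120), and ependymal and tanycyte markers rose for 3 and fell for 2 of 12 (adjusted p 0.514). X-linked genes that escape inactivation rose for 4 and fell for 2 of 7 (adjusted p 0.181). With the pool as a replicate block, 4 further lists passed as lower: steroid-responsive hypothalamic genes (adjusted p 0.107 without the block and 0.0427 with it), meningeal and choroid plexus markers (0.0831 and 0.00674), markers of olfactory and septal tissue outside the punch (0.0585 and 0.00715) and nuclear long noncoding RNAs (0.123 and 0.0163). Their members fell for 10 of 28, 4 of 15, 3 of 11 and 5 of 10, and 1 of the steroid-responsive genes rose, Ecel1 (0.84). These 4 calls rest on the preset correlation. With an estimated correlation 0 of 27 lists passed without the block, and no such value is given with it.

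**Figure D1:**
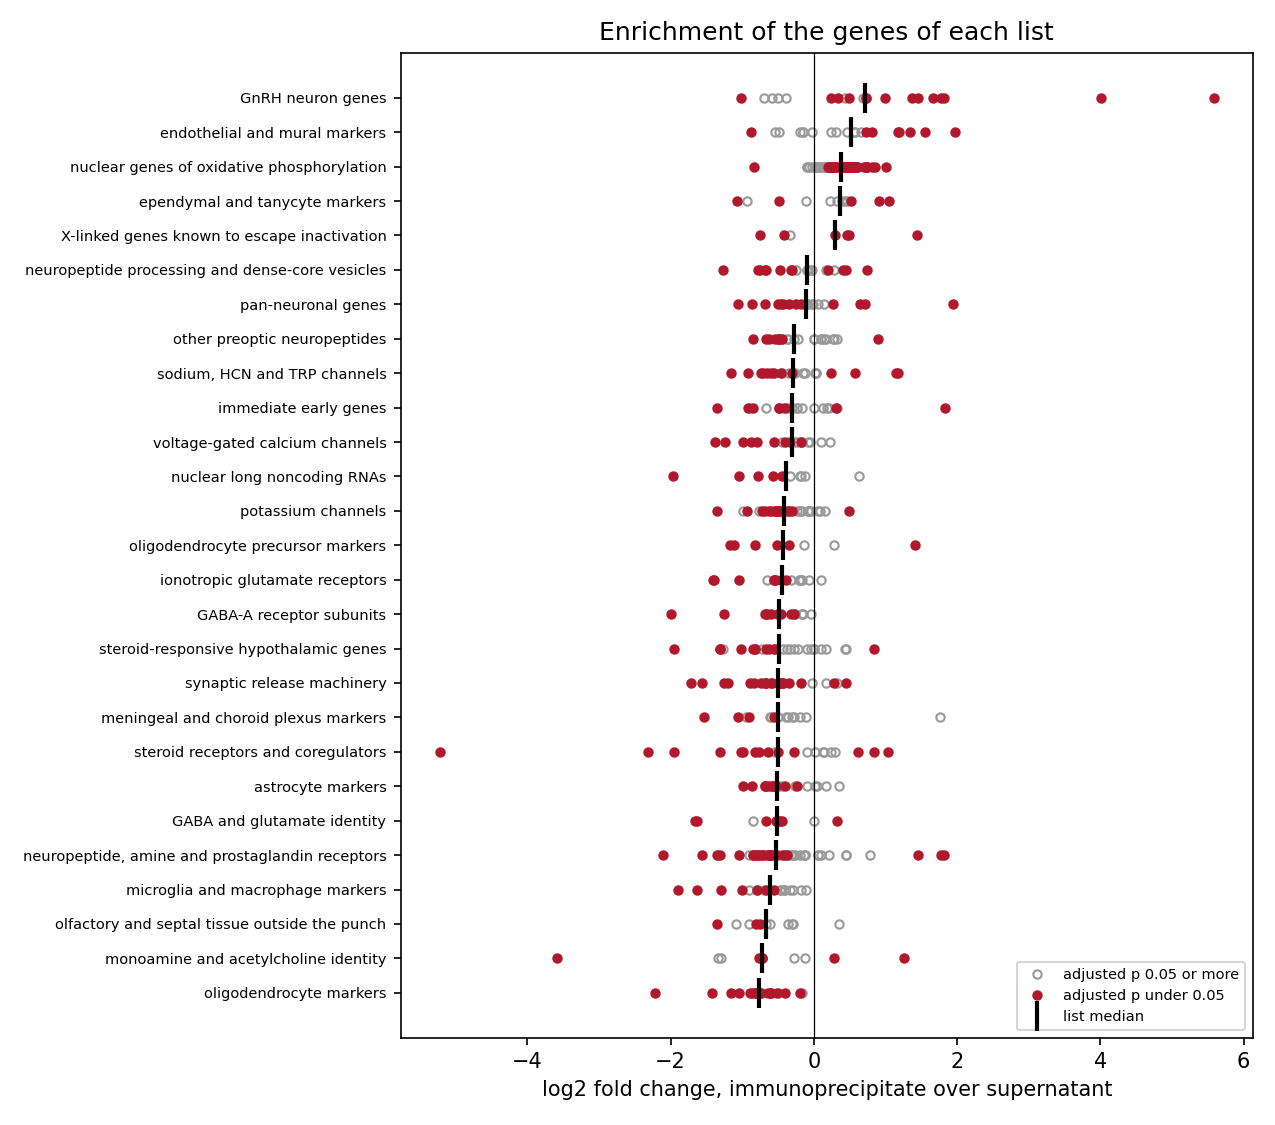
Each point is 1 gene of a list fixed before the data were examined, placed by its log2 fold change of immunoprecipitate over supernatant across 13 pools; filled points passed at an adjusted p under 0.05 and the bar marks the list median. GnRH neuron genes (median 0.71) lie to the right and oligodendrocyte markers (median -0.76) to the left of 0.

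Within each condition, Gnrh1 was again higher in the immunoprecipitate, by 4.55 ± 0.99 (SE) in intact females, 4.64 ± 0.99 in gonadectomized females, 6.59 ± 0.94 in intact males and 6.55 ± 1.09 in gonadectomized males. The value of intact females rests on the supernatant of replicate 2, at 1579 CPM against 69.0 and 98.2 CPM in the others, and was 7.35 ± 1.02 without it. The difference between intact males and females did not pass with that library (2.04, adjusted p 1.00) or without it (-0.76, adjusted p 1.00). The GnRH neuron list passed in all 4 conditions, with medians of 0.71, 0.68, 0.98 and 0.60 in that order, and the oligodendrocyte list passed as lower in all 4, with medians of -0.66, -0.71, -0.85 and -0.72. With an estimated correlation the lowest of these 8 list values was an adjusted p = 0.0733. Enrichment in female intact pools gave 1706 genes higher and 1299 lower, in female gonadectomized pools 496 and 554, in male intact pools 2446 and 1879, and in male gonadectomized pools 991 and 791. With the pool as a block these numbers were 1492 and 1568, 456 and 571, 2228 and 2101, and 884 and 914, so the balance moved towards lower genes in each condition. In all 4 conditions 300 genes were higher and 287 lower, where independent lists would share 0.439 and 0.229. The fold changes correlated across genes, which are not independent replicates, at a Pearson r of 0.378 to 0.462 between conditions. A total of 3 genes, chosen after their values were seen, passed in opposite directions in 2 conditions. They were Birc3 (-2.23 in intact females and 1.56 in intact males), Prmt3 (0.48 and -0.41) and Prss53 (-1.39 and 0.97). Enrichment in female intact pools depended most on single libraries, with 3005 genes in all, 1223 without immunoprecipitate replicate 0 and 4930 without immunoprecipitate replicate 2. Libraries 11 to 30 hold only 1 intact female pool, so a count of genes there rests on the spread of the other groups. In those later libraries the counts were 1356 against 4325 in intact males, 1985 against 1050 in gonadectomized females and 2954 against 1782 in gonadectomized males, and leaving out immunoprecipitate replicate 2 lowered those of gonadectomized females to 589 and of gonadectomized males to 986.

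**Figure D2:**
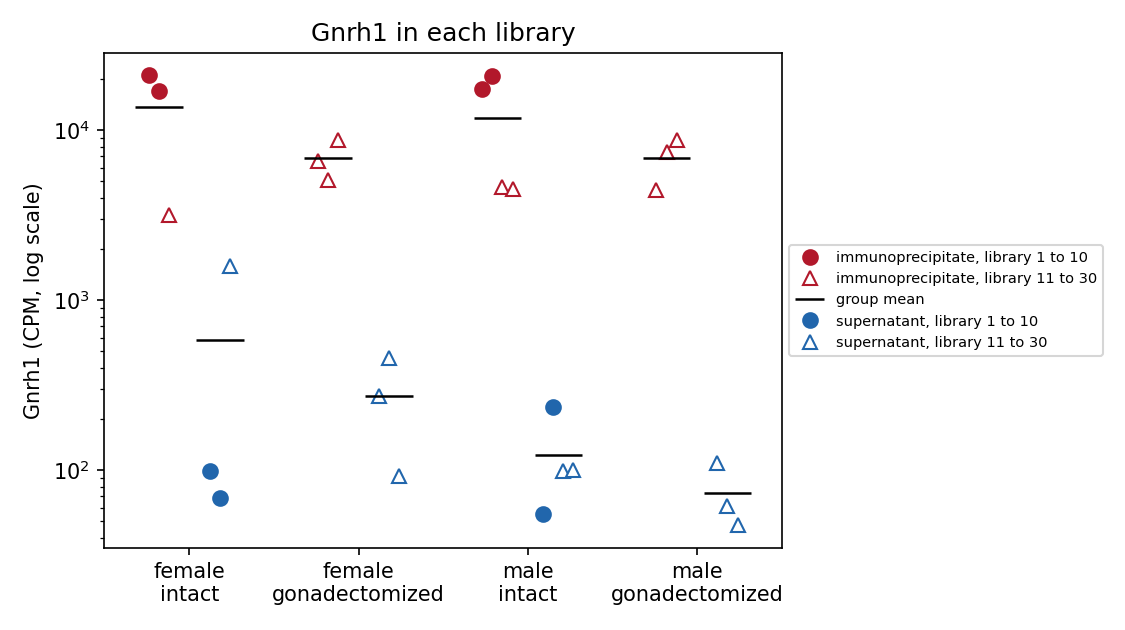
Gnrh1 in CPM on a log scale in each library by condition, with immunoprecipitates in red, supernatants in blue, filled circles for libraries numbered 1 to 10, open triangles for 11 to 30 and bars for group means. The immunoprecipitates numbered 1 to 10 average 18980 CPM and the later ones 5924 CPM, and 1 supernatant of intact females stands at 1579 CPM.

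Gonadectomy of females asked how the loss of ovarian steroids changed both fractions. Kiss1, which encodes kisspeptin, the main peptide stimulator of GnRH neurons, fell 5.69-fold in the supernatant (log2 -2.51 ± 0.31 SE, adjusted p 0.00784, edgeR), from 19.1 ± 7.68 to 3.27 ± 0.72 CPM (SD, n = 3 pools each), and the pools of both groups did not overlap. In the immunoprecipitate it averaged 24.3 ± 11.1 and 2.89 ± 0.87 CPM, which did not pass in edgeR (log2 -3.07, adjusted p 0.994) and passed in DESeq2 (adjusted p 0.00066, against up to 1.00 in the other alternatives), and the difference in enrichment did not pass either (-0.53, adjusted p 0.923). Kiss1 lies on chromosome 1 from 133321875 to 133329901. The other gene called in the supernatant was the predicted gene Gm5643 (7.64, adjusted p 0.0047), named after its values were seen, whose call was lost with the term for the library numbering and in libraries 11 to 30 alone. Gnrh1 averaged 13670 ± 9308 CPM in the immunoprecipitates of intact and 6809 ± 1852 CPM in those of gonadectomized females, which did not pass (-1.01, adjusted p 0.994), and within libraries 11 to 30 the direction turned, with the 1 intact pool at 3174 CPM. The Kiss1 call held with the term for the library numbering, at a smaller log2 of -1.88 (adjusted p 0.0327). In libraries 11 to 30 alone the log2 was -1.77, but 1 intact pool stood against 3 there, which cannot decide the call. The Kiss1 call was lost with only the groups compared (log2 -2.55, adjusted p 0.0549) and without gonadectomized supernatant replicate 1 (log2 -2.39, adjusted p 0.152).

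By list, steroid-responsive hypothalamic genes were lower after female gonadectomy in both fractions. In the supernatant 1 of 28 fell, 3 adjusted over the list alone, with a median of -0.34 (adjusted p 8.54e-06; adjusted p = 0.765 with an estimated correlation). In the immunoprecipitate 0 of 28 passed, 7 fell adjusted over the list alone, and the median was -0.40 (adjusted p 0.000537; adjusted p = 0.0920 with an estimated correlation). Members past an unadjusted p of 0.05 in the immunoprecipitate included the peptide genes Nts (-1.06), Avp (-1.95) and Gal (-1.40). In libraries 11 to 30 alone the list passed in the immunoprecipitate (-0.26, adjusted p 0.0123) and not in the supernatant (0.03, adjusted p 0.940). Other preoptic neuropeptides had a median of -0.66 in the immunoprecipitate (0 of 23 passed, 4 fell adjusted over the list alone; adjusted p 1.1e-06; adjusted p = 0.684 with an estimated correlation), but 0.13 in libraries 11 to 30 alone (adjusted p 0.767). Nuclear genes of oxidative phosphorylation had a median of 0.36 in the supernatant, where 0 of 79 passed and 32 rose adjusted over the list alone (adjusted p 4.91e-30; adjusted p = 0.765 with an estimated correlation), and 0.28 in libraries 11 to 30 alone. Across genes, the fold change of this comparison followed transcript length (Spearman rho -0.365), and the list was not tested with that trend removed. The mean log2 CPM of this list was 8.24 and 8.01 in gonadectomized replicates 0 and 1, but 7.65 in replicate 2, within the 7.60 to 7.75 of intact females. Replicate 0 also stood apart in Lars2, at 33979 CPM. In the immunoprecipitate their median was -0.48 (adjusted p 9.91e-15; adjusted p = 0.797 with an estimated correlation), and its sign turned in libraries 11 to 30 alone (0.11, adjusted p 0.00421). Gal averaged 166 ± 32.3 CPM in the immunoprecipitates numbered 1 to 10 (n = 4) and 58.9 ± 9.45 CPM in the later ones (n = 9), so the peptide genes moved with the library numbering as well.

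In the immunoprecipitates of females edgeR called 0 of 16160 genes, with 591 at an unadjusted p under 0.05, against 5 calls by DESeq2 and 0 by limma voom. This count lies below what chance gives, as does 664 for sex in intact immunoprecipitates. In the supernatants, where chance gives 818, male gonadectomy had 446 and sex in intact mice 607. The cause was not tested, and few or 0 calls there do not show an absence of change. The 5 genes with the lowest p, none passing, were Slitrk6 (5.49), Kiss1, Nradd (-3.09), the metalloprotease gene Mmp16 (-1.54) and Card10 (1.37). In the supernatants 2 of 16360 genes were called, 505 without gonadectomized supernatant replicate 2, and 1196 stood at an unadjusted p under 0.05. On the enrichment itself 0 genes were called, with 1248 at an unadjusted p under 0.05, 12 calls by DESeq2 and 0 by limma voom. Without intact immunoprecipitate replicate 2 that count was 296, and without the same library 2 genes were called in the immunoprecipitates.

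Gonadectomy of males asked the same of testicular steroids. In the supernatant Kiss1 averaged 2.86 ± 0.87 CPM in intact (SD, n = 4) and 0.689 ± 0.151 CPM in gonadectomized males (n = 3), a log2 of -2.04 that did not pass (adjusted p 0.285, edgeR), and passed without the supernatant of intact female replicate 2 (adjusted p 0.0345) and in DESeq2 (3.5e-06), against up to 1.00 in the other alternatives. The progesterone receptor gene Pgr (-0.53, 38.6 against 26.7 CPM), Lamb3 (-0.81), Fam83h (-0.79) and Hpse2 (-3.14) had the next lowest p and did not pass. Gnrh1 averaged 11810 ± 8465 CPM in the immunoprecipitates of intact and 6858 ± 2210 CPM in those of gonadectomized males, which did not pass (log2 -0.78, adjusted p 0.665), and within libraries 11 to 30 the direction turned, with the intact pools at 4571 ± 62.8 CPM (n = 2). Steroid-responsive hypothalamic genes had a median of -0.12 in the supernatant, with 0 of 28 passing and 6 lower adjusted over the list alone (adjusted p 0.000142; adjusted p = 0.479 with an estimated correlation), among them Greb1 (-1.02) and Irs4 (-0.70). In libraries 11 to 30 alone this list did not pass (0.01, adjusted p 0.127).

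In the immunoprecipitates of gonadectomized males, the medians of vessel and astrocyte markers were higher than in intact males, and replicate 0 stood apart in both. Its mean log2 CPM of astrocyte markers was 6.82, against 5.47 and 5.35 in the other gonadectomized pools and 5.03 to 5.49 in the intact ones. Its mean for endothelial and mural markers was 4.76, against 1.97 and 3.02 in the others and 0.930 to 2.13 in the intact ones. Endothelial and mural markers had a median of 1.60 (6 of 20 higher adjusted over the list alone and 0 over all genes; adjusted p 6.43e-05; adjusted p = 0.599 with an estimated correlation), with Pecam1 at 2.98 and Flt1 at 2.12. Astrocyte markers had a median of 0.91 (6 of 20 higher adjusted over the list alone and 0 over all genes; adjusted p 5.18e-05; adjusted p = 0.586 with an estimated correlation), with the water channel Aqp4 at 1.97 and Gfap at 1.60, which stood at 1400 CPM in replicate 0 and at 304 and 232 CPM in the others. These medians were 1.92 and 1.06 in libraries 11 to 30 alone. Immunoprecipitate replicate 0 of the gonadectomized males held the ribosomal RNA precursor Rn45s at 3957 CPM, the highest level of the 13 immunoprecipitates. Immediate early genes, which follow cell activity, had a median of 0.61 (0 of 22 passed; adjusted p 2.24e-06; adjusted p = 0.516 with an estimated correlation), but 0.08 in libraries 11 to 30 alone (adjusted p 0.296). Oxidative phosphorylation genes had a median of -0.43 (0 of 79 passed; adjusted p 3.35e-15; adjusted p = 0.586 with an estimated correlation), and -0.03 in libraries 11 to 30 alone (adjusted p 0.346). Fos averaged 18.1 CPM in the immunoprecipitates numbered 1 to 10 (n = 4) and 52.9 CPM in the later ones (n = 9). In the supernatant, microglia and macrophage markers had a median of 0.38 (0 of 18 passed; adjusted p 9.6e-09; adjusted p = 0.479 with an estimated correlation) and 0.63 in libraries 11 to 30 alone. They were 1 of 11 lists that passed there, with meningeal and choroid plexus markers at 0.67 (0 of 14 passed; adjusted p 1.34e-09; adjusted p = 0.479 with an estimated correlation) and endothelial and mural markers at 0.27 (0 of 20 passed; adjusted p 1.1e-07; adjusted p = 0.479 with an estimated correlation).

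For male gonadectomy edgeR called 0 genes in the immunoprecipitates (1509 at an unadjusted p under 0.05; 29 by DESeq2 and 0 by limma voom, and 791 unadjusted with glial content as a covariate), 0 in the supernatants (446; 5 and 5) and 0 on the enrichment (1364; 25 and 0). The lowest p in the immunoprecipitates, none passing, belonged to the transcription factor gene Gata2 (5.12, adjusted p 0.389), Rn45s (1.22), Arap3 (4.31), the endothelin receptor gene Ednrb (1.63) and Zfp862 (1.44).

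The comparison of sexes in intact mice asked which transcripts differ between males and females. In the supernatant 4 Y-linked genes were higher in males: Ddx3y (6.22), Uty (5.09), Kdm5d (5.09) and Eif2s3y (4.11, adjusted p 0.0264). The supernatant of intact female replicate 2 held more of each than the other intact female supernatants, which lowers these differences. Eif2s3y stood at 2.46 CPM there against 0.215 and 0.0883 CPM, and Ddx3y at 1.70 against 0.310 and 0.353 CPM. Kdm5d stood at 0.628 against 0.0239 and 0.0883 CPM, and Uty at 0.556 against 0.0478 and 0.110 CPM. Lower in males were Xist, the RNA that silences an X chromosome (-5.26), Iapp, the amylin gene (-4.59, adjusted p 0.0194), and Kiss1 (-2.73 ± 0.28 SE, adjusted p 0.000299). Kiss1 was 6.62-fold lower, at 2.86 ± 0.87 CPM in males (SD, n = 4) against 19.1 ± 7.68 CPM in females (n = 3), again without overlap. Within the numbering the Kiss1 difference was -2.70 (adjusted p 0.00306) in libraries 1 to 10. In libraries 11 to 30 it was -2.35, where only 1 female supernatant, that of replicate 2, stood against 2 male ones. With the replicate block Eif2s3y (log2 4.30, adjusted p 0.0660) and Iapp (log2 -4.37, adjusted p 0.192) were lost. With only the groups compared Kdm5d (log2 5.08, adjusted p 0.0725), Eif2s3y (4.09, 0.732) and Iapp (-4.59, 0.0972) were lost. DESeq2 shared 6 of the 7 calls, and which call was missing is not given. Iapp was also lost in libraries 11 to 30 alone (0.837), and the counts behind it were low, 13 in all 4 male supernatants. Leaving out intact female replicate 0 or 1, any intact male replicate or gonadectomized female replicate 1 ended the Iapp call (adjusted p 0.0502 to 0.114). Leaving out intact female replicate 0, any intact male replicate or any gonadectomized replicate ended that of Eif2s3y (0.0502 to 0.125).

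In the immunoprecipitates Eif2s3y (6.94, adjusted p 8.9e-05), Ddx3y (6.75) and Uty (6.28, adjusted p 0.0137) were higher and Xist (-6.91, adjusted p 0.0077) lower in intact males, and Kdm5d did not pass (7.69, adjusted p 0.0917). The Uty call ended without intact female replicate 0 (adjusted p 0.160) or 1 (0.184) or intact male replicate 3 (0.0557), and the Xist call without intact female replicate 0 (0.0607) or intact male replicate 3 (0.0557). With the replicate block the Uty (0.0883) and Xist (0.146) calls ended too. Replicate numbers did not pair the immunoprecipitates, and the block also takes up intact male replicate 3 alone. The loss of these calls with the block is therefore no test under a true pairing. X-linked genes that escape inactivation were lower in males in both fractions, with medians of -0.31 in the immunoprecipitate (adjusted p 6.31e-05; adjusted p = 0.0296 with an estimated correlation) and -0.38 in the supernatant (adjusted p 1.57e-08; adjusted p = 0.00422 with an estimated correlation). Of 7 members 1 fell in each fraction, Xist, and adjusted over the list alone 2 and 4 fell, among them Eif2s3x (-0.77 and -0.44). No list test without Xist is given, so how far these list calls rest on it is not known. In the supernatants 15 of 27 lists passed, oligodendrocyte markers among them, which were higher in males with a median of 0.24 (0 of 20 passed, 1 adjusted over the list alone; adjusted p 1.75e-06; adjusted p = 0.281 with an estimated correlation). edgeR called 4 genes in the immunoprecipitates (664 at an unadjusted p under 0.05; 23 by DESeq2 and 0 by limma voom), 2 without intact female replicate 0, 11 without intact female replicate 2, and 1 and 0 within the later and the early libraries. On the enrichment 1 gene was called, Arap3, a regulator of small GTPases (-5.24, adjusted p 0.0330). Its immunoprecipitates held 13 counts over 4 libraries of intact males and 406 over 3 of intact females. Its call was lost with the pool as a block (log2 -5.30, adjusted p 1.00) and in limma voom (log2 -5.12, adjusted p 0.438). It was also lost within either part of the numbering, at a log2 of -4.16 in libraries 11 to 30 and -6.05 in 1 to 10. The direction stayed the same in each of these settings. Its call also ended without intact female immunoprecipitate replicate 1, intact male immunoprecipitate replicates 0, 1 or 2, or any supernatant except intact male replicate 3 (adjusted p 0.0551 to 0.310). Without intact female immunoprecipitate replicate 2 that count was 95.

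Between gonadectomized males and females the same Y-linked genes were compared in the absence of gonads. In the supernatant Uty (6.74), Ddx3y (6.56), Kdm5d (6.41) and Eif2s3y (5.53, adjusted p 0.00823) were higher in males, and Xist (-5.81) and Kiss1 (-2.26, adjusted p 0.0231) lower. Kiss1 averaged 0.689 ± 0.151 CPM in gonadectomized males and 3.27 ± 0.72 CPM in gonadectomized females (SD, n = 3 each, edgeR). Its call was lost without each of 6 libraries in turn: intact female replicate 0 (adjusted p 0.0507), gonadectomized female replicates 0 (0.121) and 1 (0.0597), and gonadectomized male replicates 0 (0.0803), 1 (0.254) and 2 (0.272). The Eif2s3y call ended without gonadectomized female replicates 0 (0.0806) or 1 (0.109). The predicted gene Gm5643, named after its values were seen, was also lower (-8.03, adjusted p 0.000828). In the immunoprecipitates Uty (6.82), Ddx3y (6.62) and Eif2s3y (6.49) were higher in males, and Kdm5d did not pass (4.77, adjusted p 0.525). The Uty call ended without gonadectomized female replicate 0 (adjusted p 0.116) or 1 (0.136) or gonadectomized male replicate 2 (0.0819), and in limma voom (0.113). The libraries of gonadectomized mice all carry numbers 11 to 30, while the fits also used those of intact mice. Each gonadectomized female pool held 7 mice and each male one 5, so sex and pool size cannot be separated in this comparison.

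Oxidative phosphorylation genes and the list of GABA-A receptor subunits and chloride transporters went opposite ways between gonadectomized males and females in the supernatant. The former had a median of -0.47, with 0 of 79 passing and 61 lower adjusted over the list alone (adjusted p 2.74e-24; adjusted p = 0.464 with an estimated correlation), as in Cox6c (-0.57) and Ndufa12 (-0.52). The mean log2 CPM of this list was 8.24 and 8.01 in gonadectomized female replicates 0 and 1, but 7.65 in replicate 2, near the 7.54 to 7.62 of the males. The latter had a median of 0.55, with 0 of 16 passing and 9 higher adjusted over the list alone (adjusted p 1.88e-07; adjusted p = 0.464 with an estimated correlation), as in the chloride transporter gene Slc12a5 (0.70). Across genes, the fold change of this comparison followed length (Spearman rho 0.405). edgeR called 7 genes, 4 higher and 3 lower, with 3445 at an unadjusted p under 0.05, against 1254 by DESeq2 (428 higher and 826 lower) and 4184 by limma voom (2094 and 2090). Libraries 11 to 30 alone gave 255 higher and 14 lower. Without gonadectomized female replicate 2 it called 2894.

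Whether gonadectomy acted differently in males and females was tested in the immunoprecipitates. Kiss1 gave a difference of 1.00 ± 0.84 on the log2 scale (adjusted p 1.00, edgeR) and Gnrh1 one of 0.22 ± 0.84 (adjusted p 1.00). edgeR called 0 of 16160 genes, with 535 at an unadjusted p under 0.05, 10 calls by DESeq2 and 0 by limma voom. Meningeal and choroid plexus markers were the list that passed, with a median of 0.74 (0 of 15 members passed; adjusted p 0.00162; adjusted p = 0.668 with an estimated correlation), and it did not pass in libraries 11 to 30 alone (-0.12, adjusted p 0.611).

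**Figure D3:**
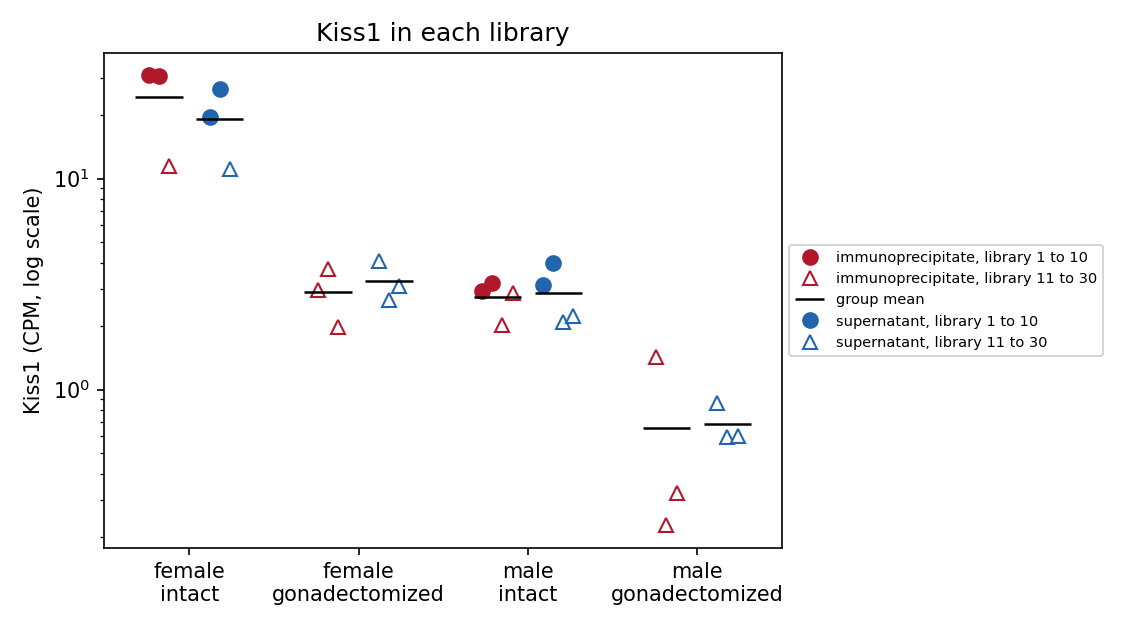
Kiss1 in CPM on a log scale in each library by condition, with immunoprecipitates in red, supernatants in blue, filled circles for libraries numbered 1 to 10, open triangles for 11 to 30 and bars for group means. Supernatants of intact females average 19.1 CPM and those of the other groups between 0.689 and 3.27 CPM.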

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

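The tests on GnRH-neuron origin, on the sources of transcripts in 1 supernatant and on 1 divergent library were chosen only after the result was seen, as were the refits within the library numbering. Of 90 groups of 4 libraries, 5 had 1 library far from the others, and chance alone gives about 1 in 20. Among the supernatants of intact males, replicate 1 was the library that stood apart for Xist (0.886 CPM, next 0.273), Iapp (0.134, next 0.0639) and Slitrk6 (1.85, next 2.48). Among the immunoprecipitates of intact males, replicate 2 stood apart for Ppp1r37 (36.0 CPM, next 29.1) and replicate 0 for Hpse2 (0.903, next 0.112). The enrichment of Arap3 differed between intact males and females by a test of the difference itself (log2 -5.24).

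Gnrh1 and other transcripts of the immunoprecipitates were high in the supernatant of intact female replicate 2, where Gnrh1 stood at 1579 CPM, and its Y-linked genes exceeded those of every other female supernatant (Ddx3y 1.70 and Eif2s3y 2.46 CPM). Carry-over from the immunoprecipitate of its own pool is argued against by the shares it would need, which spread over 36 genes by 0.653 of their median. Male mice in the pool are argued against by Y-linked shares that differed 6.89 times between genes. Of 13 immunoprecipitates compared as a source, intact male replicate 1 gave the lowest spread, 0.0818 of a median share of 6.98%, and the Y-linked genes, not used in that choice, gave 7.60%. A candidate explanation is therefore an admixture of that library, and no biological explanation was tested.

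On average 59 transcripts were at least 8-fold higher in the immunoprecipitates, and they were higher in all 13 pools. In the pool of intact female replicate 2 the rise was smaller for some of them, such as Gnrh1 (3174 against 1579 CPM). GC content is argued against as a cause by a Spearman rho across genes of -0.0278. The fold change followed transcript length across genes (rho -0.220), but the median length of these transcripts, 2308 nucleotides, lay within 1.5 times of the 3219 of genes matched on expression, which argues against length as the whole cause by the bound set beforehand. If every member came from GnRH neurons and scaled with Gnrh1, members should be higher in the intact immunoprecipitates numbered 1 to 10, where Gnrh1 was higher (log2 2.26). There 23 were higher, Gnrh1 itself among them, and 1.69% were lower. No other member rose as much as Gnrh1 (2.26 ± 0.23 SE). Among members chosen after their values were seen, Wfdc1 (2.02 ± 0.22) and Tstd1 (1.73 ± 0.26) came near it. Bahcc1 (-0.01 ± 0.33), Tnrc18 (-0.43 ± 0.26), Hic2 (-0.92 ± 0.36) and Nup98 (-1.07 ± 0.24) did not. The former are short (Gnrh1 486, Tstd1 551 and Wfdc1 1371 nucleotides) and the latter long (6354 to 10726). A length effect between these early and later libraries was not tested. Within the 9 later immunoprecipitates the median correlation of members with Gnrh1 was 0.610, with Bahcc1 at 0.589 and Nup98 at 0.276. These values therefore cannot decide whether every member scaled with Gnrh1. Whether every member came from GnRH neurons stays open, because 2604 of 16160 genes differed between these libraries in any case.

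Between gonadectomized males and females, 3445 genes of the supernatants stood at an unadjusted p under 0.05, where chance gives 818. Length is argued against as the whole cause: the fold change followed it (Spearman rho 0.405 across genes), but with that trend removed 2736 genes remained at this level. Depth is argued against, since thinning every library to the lowest total left 3344. A single divergent library stays open, as 1766 remained without gonadectomized female replicate 0, close to 1722, the bound that was set, and a margin of 10% around it was added after the value was seen. Without gonadectomized female replicate 2 the count rose to 5580, and without each of the remaining gonadectomized supernatants it was 2493 to 2875. Each gonadectomized female pool held 7 mice and each gonadectomized male pool 5, so pool size cannot be separated from sex here and was not tested. The biological difference of sex was not tested apart from any of these.

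Other splits of the libraries were tested for each count of called genes. Chance can be excluded for enrichment over all conditions, where 1 of 100 splits, the real one, gave as many as 7167 and the highest other gave 3705. For enrichment in male intact pools 1 of 35 did (4325, highest other 91), but these splits ignore the pairing of both fractions, and exchanges within the 4 pools alone are too few for a share under 0.05. For enrichment over all conditions the highest other split parted both fractions of every pool, as the real one does. How many pools it labelled like the real one is not given, so its count says nothing about a structure of the samples. For intact males the 91 came from the split by library number.

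The splits are too few for a share under 0.05 in the comparisons of 3 pools with 3. Real values and highest others were 3005 and 1 for enrichment in intact females, 1050 and 1 in gonadectomized females, and 1782 and 0 in gonadectomized males, with 1 of 10 splits each. They were 3 and 0 for sex in gonadectomized immunoprecipitates and 7 and 0 in the supernatants, also with 1 of 10. For gonadectomy of females they were 0 and 0 in the immunoprecipitates and 0 and 7 on the enrichment, with 10 of 10 each, and 2 and 198 in the supernatants, with 3 of 10.

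Where the real count is 0 every split gives as many, so these splits say nothing about chance. Gonadectomy of males gave 0 with a highest other of 0 in either fraction, and 0 with a highest other of 5 on the enrichment, with 35 of 35 splits each. The interaction of sex and gonadectomy gave 0 with a highest other of 715 in 100 of 100 splits. These splits do not exclude chance for sex in intact mice, but they cross the library numbering that both sexes share, so they say little about it. That comparison gave 4 in the immunoprecipitates (6 of 35, highest other 2694), 7 in the supernatants (4 of 35, highest other 1545) and 1 on the enrichment (9 of 35, highest other 1529). Each of those highest others was the split by library number, which points to a structure of the samples. Within libraries 11 to 30 these comparisons gave 1, 17 and 0 genes.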

How the results depend on the processing

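The refits on libraries 11 to 30 or 1 to 10 alone were chosen after seeing the data. No called gene selected by the ranks used for naming reversed direction, and directions are not given for the other called genes. The difference of Gnrh1 between intact males and females on the enrichment did not pass. It turned from 2.04 to -0.76 without the supernatant of intact female replicate 2. The balance of higher and lower calls turned in some settings. The medians of several lists changed sign in libraries 11 to 30 alone, as given with those lists. Counts of called genes that moved by more than 1.5 times were as follows, and the cause was not tested. DESeq2 called 12, 25 and 13 genes for female gonadectomy, male gonadectomy and sex in intact mice on the enrichment. In the immunoprecipitates it called 5, 29, 23, 39 and 10 genes for female gonadectomy, male gonadectomy, sex in intact mice, sex in gonadectomized mice and the interaction. In the supernatants it called 8, 5 and 1254 for female gonadectomy, male gonadectomy and sex in gonadectomized mice. Limma voom gave 2030 and 3302 for enrichment in gonadectomized females and males, 0 for sex in intact mice on the enrichment and in the immunoprecipitates, and 5 and 4184 for male gonadectomy and sex in gonadectomized supernatants. The replicate block gave 0 for sex in intact mice on the enrichment and 2 in the immunoprecipitates, and changed no other count by this much. Libraries 11 to 30 alone gave 4606 for enrichment over all conditions, 27, 1985, 1356 and 2954 in intact females, gonadectomized females, intact males and gonadectomized males, 0 for sex in intact mice on the enrichment, 1 in the immunoprecipitates and 17 in the supernatants, 1 for female gonadectomy and 269 for sex in gonadectomized mice in the supernatants. Libraries 1 to 10 alone gave 0 for sex in intact mice on the enrichment and in the immunoprecipitates. The term for the library numbering gave 1, 1 and 1080 in the supernatants for female gonadectomy, male gonadectomy and sex in gonadectomized mice. Only the groups compared gave 178 and 3153 for enrichment in intact females and gonadectomized males, 2 and 4 for sex in intact immunoprecipitates and supernatants, 1 for female gonadectomy in the supernatants, and 1 and 0 for male gonadectomy and sex in intact mice on the enrichment. Of the 138 list calls 2 held with an estimated correlation. With each library left out in turn, enrichment over all conditions ran from 6625 to 8069, in intact females from 1223 to 4930, in gonadectomized females from 589 to 1220, in intact males from 3297 to 4719 and in gonadectomized males from 986 to 2109. For female gonadectomy the ranges were 0 to 2 in the immunoprecipitates, 1 to 505 in the supernatants and 0 to 296 on the enrichment, and for male gonadectomy 0 to 1, 0 to 1 and 0 to 0. For sex in intact mice they were 2 to 11, 5 to 8 and 0 to 95, for sex in gonadectomized mice 2 to 4 and 5 to 2894, and for the interaction 0 to 0. A library left alone in its group is assumed to vary like the others. For the called genes selected by the ranks used for naming, 331 values kept their side of the threshold under the other settings and 29 did not, and 872 and 51 with a library left out. The predicted gene Gm5643 and list members named outside these ranks are not in this tally. Thinning the supernatants to the lowest total left 3344 genes at an unadjusted p under 0.05 between gonadectomized males and females, against 3445, and depth was not varied in the immunoprecipitates.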

Other observations

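Among the 59 transcripts at least 8-fold higher on average and higher in all 13 pools, several genes of epithelia and of peripheral neurons were chosen after their values were seen. Cldn7 rose by 4.57, Ap1m2 by 4.35, Krt8 by 3.97, Cldn3 by 3.75 and Upk3a by 3.18 on the log2 scale. The intermediate filament gene Prph rose by 4.31, Gng8 by 3.95, Pirt by 3.92 and the nicotinic receptor gene Chrnb4 by 3.45.

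Across genes, which are not independent replicates, the fold change followed transcript length in other supernatant comparisons too, with a Spearman rho of 0.372 for sex in intact mice, -0.365 for female gonadectomy and -0.169 for male gonadectomy.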
